# Genome-wide analysis of long non-coding RNAs at early stage of skin pigmentation in goats (Capra hircus)

**DOI:** 10.1186/s12864-016-2365-3

**Published:** 2016-01-19

**Authors:** Hangxing Ren, Gaofu Wang, Lei Chen, Jing Jiang, Liangjia Liu, Nianfu Li, Jinhong Zhao, Xiaoyan Sun, Peng Zhou

**Keywords:** Skin, lncRNA, Goat, Pigmentation, Transcriptome

## Abstract

**Background:**

Long noncoding RNAs (lncRNAs) play roles in almost all biological processes; however, their function and profile in skin development and pigmentation is less understood. In addition, because lncRNAs are species-specific, their function in goats has not been established.

**Result:**

We systematically identified lncRNAs in 100-day-old fetal skin by deep RNA-sequencing using the Youzhou dark goat (dark skin) and Yudong white goat (white skin) as a model of skin pigmentation. A total of 841,895,634 clean reads were obtained from six libraries (samples). We identified 1336 specific lncRNAs in fetal skin that belonged to three subtypes, including 999 intergenic lncRNAs (lincRNAs), 218 anti-sense lncRNAs, and 119 intronic lncRNAs. Our results demonstrated significant differences in gene architecture and expression among the three lncRNA subtypes, particularly in terms of density and position bias of transpose elements near the transcription start site. We also investigated the impact of lncRNAs on its target genes in *cis* and *trans*, indicating that these lncRNAs have a strict tissue specificity and functional conservation during skin development and pigmentation.

**Conclusion:**

The present study provides a resource for lncRNA studies in diseases involved in pigmentation and skin development. It expands our knowledge about lncRNA biology as well as contributes to the annotation of the goat genome.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2365-3) contains supplementary material, which is available to authorized users.

## Background

As a species of ubiquitous noncoding RNAs, long noncoding RNAs (lncRNAs) are unambiguously distinguished from mRNAs in terms of sequence structure, positional characteristics, expression level, and evolutional conservation [1–5]. Moreover, subspecies of lncRNAs have also been categorized and characterized in human [1, 4], zebrafish [5], and *Caenorhabditis elegans* [6]. Recent reports have shown that similar to mRNA, lncRNA is functional and spatiotemporally expressed in tissues [7–9]. Researchers have identified several functional lncRNAs associated with skin biology such as *ANCR*, *TINCR*, *U1 RNA*, *PRINS*, *BANCR*, and *SPRY4-IT1* [10]. In addition, it has also been shown that a few well-known oncogenes, including *H19*, *HOTTIP*, *Nespas*, *Kcnq1ot1*, *lincRNA-p21*, *mHOTAIR*, *Malat1*, *SRA*, *Foxn2-as*, *Gtl2-as*, and *H19-as*, are involved in vitamin D receptor protection against skin cancer formation by maintaining the balance of oncogenic to tumor-suppressing lncRNAs [11]. In current lncRNA databases, most of the identified lncRNAs were mainly derived from human and mouse [12–14]. Several recent studies in bovine [15–17], chicken [2], and pig [3, 18] have enriched the animal lncRNA datasets; however, our understanding of goat lncRNAs is limited. Despite the abundance of lncRNAs in the genome, only a few have been fully characterized. Currently, there are only two reports on the identification of the skin lncRNAs in mammals. RNA sequencing (RNA-seq) analysis conducted by Weikard et al. (2013) identified 4365 potential intergenic lncRNAs in cow with a piebald phenotype [17], which differs from that of Youzhou dark goat (as described in the next section). Another skin lncRNA catalog was derived from human skin cancer [11]. To our knowledge, only a few reports have described the involvement of skin lncRNAs in prenatal pigmentation and development. During embryonic development, fetal skin undergoes growth at a relatively high rate for 100 gestational days in goat [19]. Therefore, it is significant and necessary to investigate skin pigmentation during this specific developmental stage.

RNA-seq is a powerful approach that unravels the differential expression profiles underlying phenotypic differences, as well as deciphers non-annotated transcriptional activity by identifying various novel transcripts (protein-coding and noncoding) and additional alternative splice variants of known annotated transcripts [20–22]. In the current study, we elucidated the lncRNA profiles of two different phenotypes involved in skin pigmentation in goats using deep RNA-sequencing. Our study subject featured dark skin in its entire body, including its visible mucous membranes, and this phenotypic feature has not been reported in other mammals to date. Our study provides a valuable resource for studying lncRNAs that are involved in diseases, as well as contributes to better understanding the biology of skin pigmentation and development.

## Results

### Identification of lncRNAs in goat fetal skin

A total of 923,013,870 raw reads were produced from the Illumina HiSeq 2000 platform. After discarding adaptor sequences and low-quality sequences, we obtained 841,895,634 clean reads (accounting for 84.2 Gb), and the percentage of clean reads among raw tags in each library ranged from 88.39–93.02 % (Additional file 1). 

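Skin of 6 fetuses taken at day 100 of gestation gave 1 library each, 3 from the Youzhou dark goat (dark skin, replicates 1, 2 and 3) and 3 from the Yudong white goat (white skin, replicates 4, 5 and 6). Ribosomal RNA was depleted before strand-specific libraries were made, so that both mRNAs and lncRNAs were sequenced. The authors aligned the clean reads with TopHat, assembled transcripts with Scripture and Cufflinks, and calculated FPKM for each library with Cuffdiff, and these FPKM values are the starting point of the values given here. The tables hold 27947 mRNA transcripts and 1336 lncRNA transcripts, and each value belongs to a transcript, not to a gene. They carry no read counts, so the depth behind a single value is unknown. The FPKM of all mRNA transcripts summed to between 506548 (dark skin replicate 2) and 585344 (dark skin replicate 3). A value of 0 was listed for between 3024 and 3425 mRNA transcripts per library, and 946 mRNA transcripts were listed at 0 in all 6 libraries. The 10 most abundant mRNA transcripts held between 9.30% and 11.0% of the summed FPKM.

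Gene symbols were taken from the RefSeq accessions of the mRNA transcripts through a gene table of the goat assembly ARS1.2, which was used for names only. Of the mRNA transcripts, 9497 (34.0%) matched, and they belong to 7385 genes. Among the 13 protein-coding genes named in the text or in Fig. 5, 3 had a matched transcript, namely MITF (XM_005695740.1), DCT (XM_005687700.1) and WNT2 (XM_005679153.1). Each of these was 1 matched transcript, and other transcripts of the same gene may be among those without a symbol. The other named genes, ASIP, TYRP1, TYR, FZD4, CREB3L1, WNT16, SOX10, WNT7B, WNT3A and HOXC11, were not analysed here.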

Subsequently, we mapped the clean reads based on the latest goat reference genome (http://goat.kiz.ac.cn). Considering the characteristics of lncRNA sequences (≥200 nt, exon count ≥ 2) and its differences from other classes of RNA (mRNA, tRNA, rRNA, snRNA, snoRNA, pre-miRNA, and pseudogenes), we classified the transcripts into different subtypes using both Scripture (beta2) and Cufflinks (v2.1.1). Our results showed that 93.6 % of the 46,933 identified transcripts were known reference transcripts, whereas 6.29 % (2952) were the presumed lncRNAs. To further confirm these 2952 lncRNAs, we performed coding potential analysis using the software CNCI, CPC, Pfam-scan, and PhyloCSF. After screening using rigorous criteria and four analytic tools, a total of 1336 lncRNAs from the skin of fetal goats were identified and subjected to further analysis (Fig. 1). The 1336 lncRNAs consisted of 999 large intergenic noncoding RNAs (lincRNAs), 218 intronic_lncRNAs, and 119 anti-sense_lncRNAs. A preliminary analysis revealed major differences in gene architecture and expression levels among the three subtypes of lncRNAs. For example, the length of intronic lncRNAs was longer than that of lincRNAs (Kolmogorov-Smirnov test, *P* = 0.000) and anti-sense lncRNAs (Kolmogorov-Smirnov test, *P* = 0.005), with a median length of 1.831 kb *vs*. 0.842 kb and 1.194 kb, respectively. Significant differences in transcript length between lincRNAs and intronic lncRNAs were also observed (Kolmogorov-Smirnov test, *P* = 0.001; Fig. 2a). On the other hand, clear differences in the number of exons were also observed among the three lncRNA subtypes (Fig. 2b). In particular, the anti-sense lncRNAs showed a higher number of exons and wider size distribution than that observed in the lincRNAs (Kolmogorov-Smirnov test, *P* = 0.222) and intronic lncRNAs (Kolmogorov-Smirnov test, *P* = 0.001). We also detected significant differences in exon distribution between lincRNAs and intronic lncRNAs (Kolmogorov-Smirnov test, *P* = 0.016). In terms of expression level based on fragments per kb for a million reads (FPKM) values, the intronic lncRNAs showed a higher expression level than that of the lincRNAs (Kolmogorov-Smirnov test, *P* = 0.000) and anti-sense lncRNAs (Kolmogorov-Smirnov test, *P* = 0.037), with a median of 1.229 *vs*. 0.8607 and 1.035, respectively (Fig. 2c). 

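The mean FPKM over the 6 libraries was taken for each of the 218 intronic, 119 anti-sense and 999 intergenic lncRNAs. Its median was 1.23 for intronic lncRNAs, 1.04 for anti-sense lncRNAs and 0.861 for lincRNAs. The exact 2-sided Kolmogorov-Smirnov test across lncRNAs gave D = 0.224 and p = 2.42e-08 for intronic lncRNAs against lincRNAs. For intronic against anti-sense lncRNAs the exact test gave D = 0.159 and p = 0.0359, and for anti-sense lncRNAs against lincRNAs D = 0.105 and p = 0.175. lncRNAs are not independent replicates, so the order was also read in each library. The median of the intronic lncRNAs lay above that of the anti-sense lncRNAs, and this above that of the lincRNAs, in 6 of 6 libraries. The comparison of intronic with anti-sense lncRNAs was weakest when the mean was taken over the 3 dark skin libraries alone, where the medians differed by 0.110 FPKM (exact p = 0.278). Its exact p was 0.126 without white skin replicate 4 and 0.130 without white skin replicate 6. For anti-sense lncRNAs against lincRNAs the direction turned with the highest FPKM over the libraries (-0.0026 FPKM), and over the white skin libraries alone the exact p was 0.0354.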

The diversity in gene architecture and expression levels among various types of lncRNAs may have implications in its specific function in the goat genome.

**Fig. 1:**
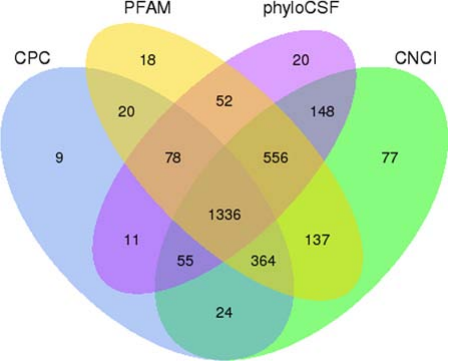
Screening of the candidate lncRNAs in skin transcriptome. Venn diagrams of coding potential analysis by using stringent criteria. Four tools (CPC, CNCI, PFAM, and PhyloCSF) were employed to analyze the coding potential of lncRNAs. Those simultaneously shared by four analytical tools were designated as candidate lncRNAs and used in subsequent analyses

**Fig. 2:**
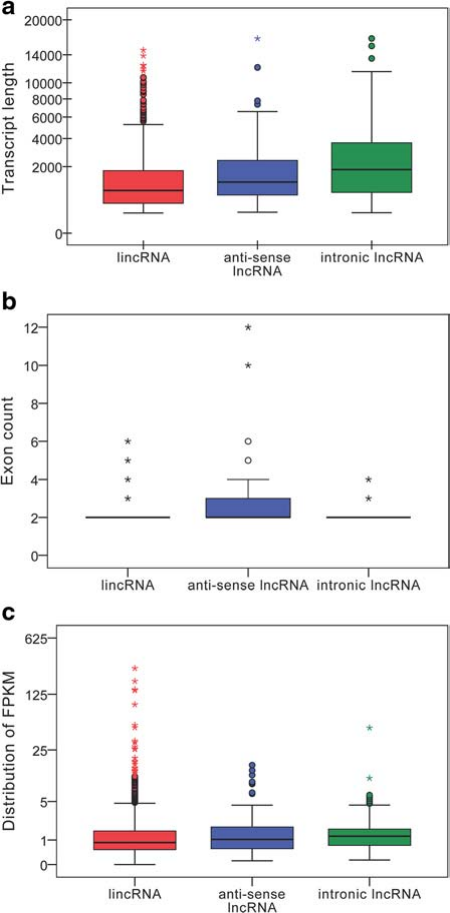
Comparative analysis of the three subtypes of lncRNAs. The transcript length (**a**), exon count (**b**), and expression level (**c**) of three subtypes of lncRNAs were compared using the Kolmogorov-Smirnov test, and a *P* value of 0.05 indicates significance between two groups. In three box plots, the circle indicates the outlier, and the asterisk labels the extreme

### Transposable elements characterize various subtypes of lncRNAs

Transposable elements (TEs) are mobile genetic elements that are capable of movement and proliferation within the genome, and its remnants account for one to two thirds of mammalian genomes [23, 24]. TEs are also considered as one of three evolutionary scenarios involved in the origin of lncRNAs [25]. We were thus prompted to identify differences in TE components between lncRNAs and mRNAs, as well as among the three lncRNA subtypes. Our analysis revealed TE component characteristics that distinguished the three lncRNA subtypes (Fig. 3a). At the global level, significant differences were observed between mRNAs and the individual subtype of lncRNAs (Additional file 2). Among the three subspecies of lncRNAs, the intronic lncRNAs showed a lower TE density than that observed in the lincRNAs and anti-sense lncRNAs (23.75 % *vs*. 36.44 % and 34.91 %). In particular, the lincRNAs and anti-sense lncRNAs have a relatively higher proportion of LINEs/L1s (Fisher’s Exact, *P*_linc *vs.* intronic_ = 0.0034; *P*_anti-sense *vs*. intronic_ = 0.0011) and LINEs/RTE-BovBs (Fisher’s Exact, *P*_linc *vs*. intronic_ = 5.55E-05; *P*_anti-sense *vs*. intronic_ = 0.0024) than that observed in intronic lncRNAs. In contrast to the lincRNAs and anti-sense lncRNAs, the intronic lncRNAs showed a deletion of LTRs/ERVLs (Fisher’s Exact, *P*_linc *vs.* intronic_ = 5.79E-08; *P*_anti-sense *vs*. intronic_ = 2.11E-05) and SINEs/Core-RTEs (Fisher’s Exact, *P*_linc *vs*. intronic_ = 2.38E-05; *P*_anti-sense *vs.* intronic_ = 0.0005). Differences in the density of other TE subspecies were observed among the three lncRNA subtypes (Additional file 3). These structural characteristics of TE components may underlie the differences in the evolution of the three lncRNA subtypes. Long terminal repeats (LTRs) harbor promoter signals that modulate gene expression in genomes [26, 27], and a recent study has indicated that endogenous retroviruses (ERVs), which is a class of LTRs, exhibit position and orientation biases, often preferring the 5′ end of lincRNA transcripts and sense orientation within the transcript, and avoiding the mRNA transcription start sites (TSSs) [28]. We were thus prompted to identify position bias for LTRs relative to TSSs among the three lncRNA subtypes. The LTR/ERV1 showed a large coverage peak right at the TSS of lincRNAs, whereas a deletion of the LTR/ERV1 was observed in the anti-sense lncRNAs and intronic lncRNAs (Fig. 3b). Furthermore, the anti-sense lncRNAs and intronic lncRNAs also exhibited a relatively higher coverage of LINEs/L1s at its TSSs. These findings were suggestive of differential mechanisms of transcription regulation among the lincRNAs and the other two lncRNA subtypes.

**Fig. 3:**
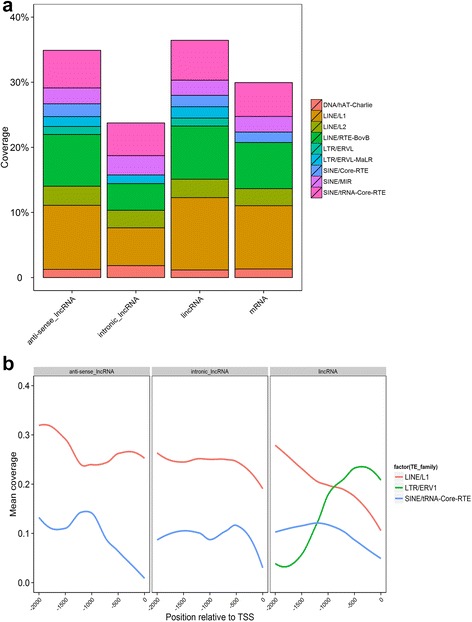
TE components and position bias in three subtypes of goat lncRNAs. The main TE families were identified using RepeatMasker in the 999 lincRNAs, 218 intronic_lncRNAs, 119 anti-sense_lncRNAs, and 27,947 mRNAs, respectively. Differences in TE components between mRNAs and individual subtype of lncRNAs were measured by using the Fisher Exact test (**a**). To ascertain the position bias of TE components in three subtypes of lncRNAs, we identified TEs approaching TSSs in three classes of lncRNAs in the goat genome (http://goat.kiz.ac.cn) and plotted the coverage of various TE families (**b**)

### Comparison of features of mRNAs and lncRNAs

In the present study, we obtained a total of 27,947 mRNAs and 1336 lncRNAs from goat fetal skin. To comprehensively examine the differences between the two transcript species, comparative analysis of gene structure, expression, and sequence conservation was performed. Our results showed that 1) most of lncRNAs contained two or three exons, which differs from that of mRNAs (Fig. 4a); 2) there was a distinct divergence in the distribution of transcript length between mRNAs and lncRNAs (Fig. 4b); 3) most of the lncRNAs contained a relatively shorter ORF, compared to that of mRNAs (Fig. 4c); 4) lncRNAs generally showed a lower level of expression compared to that observed in mRNAs (Fig. 4d); 5) lncRNAs often generate a lower number of alternatively spliced transcripts, in contrast to that in mRNAs (Fig. 4e); and 6) most lncRNAs are slightly less conserved, although not statistically significant (Fig. 4f).

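Both classes were compared within each library as the median of log10(FPKM + 1) over all listed transcripts. The median was 0.288 ± 0.0175 (SD, n = 6 libraries) for the 1336 lncRNAs and 0.516 ± 0.0175 (SD, n = 6 libraries) for the 27947 mRNAs. It ranged from 0.265 to 0.313 for lncRNAs and from 0.493 to 0.544 for mRNAs, so the highest lncRNA median lay below the lowest mRNA median. The difference was -0.229 ± 0.0256 (SD, n = 6 libraries), with lncRNAs lower in 6 of 6 libraries (exact sign-flip permutation test, 2-sided, p = 0.0313, the smallest p that 6 libraries allow). The alternative that moved the difference most kept transcripts with a mean FPKM of at least 0.1, which changed it to -0.436.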

**Fig. 4:**
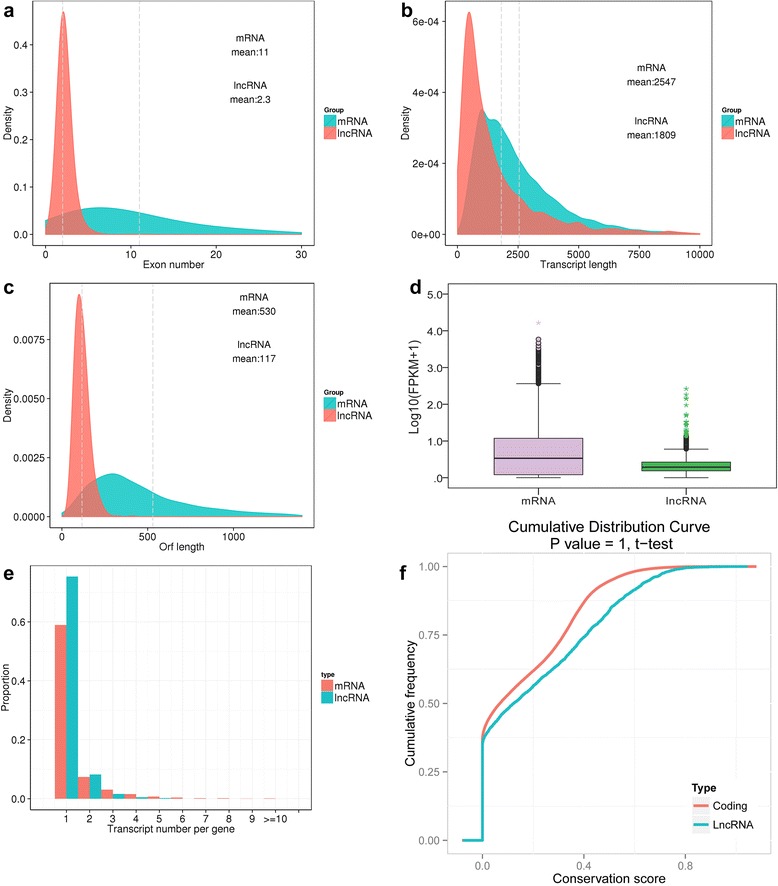
Comparison of genomic architecture and expression level between mRNAs and lncRNAs. The mRNAs and lncRNAs identified in the present study were used for comparison of primary differences in two classes of transcripts. **a** Distribution of transcript lengths in the mRNAs and lncRNAs in skin. The horizontal axis of indicates the length of transcripts, and the vertical axis represents density. **b** Distribution of the number of exons in the mRNAs and lncRNAs. In the present study, single-exon lncRNAs were filtered out from the goat genome due to the limitations of the algorithm. **c** Distribution of the number of open reading frames (Orfs) in the mRNAs and lncRNAs. The Orf was identified using Estscan in the present study. **d** Expression level indicated by log_10_(FPKM + 1) in the mRNAs and lncRNAs. **e** Proportional distribution of alternative splicing transcripts in mRNAs and lncRNAs. **f** Conservation of the sequence in mRNAs and lncRNAs were evaluated using phastCons (http://compgen.bscb.cornell.edu/phast/)

### The *cis* and *trans* role of lncRNAs in target genes

To investigate the function of lncRNAs, we predicted the potential targets of lncRNAs in *cis* and *trans*. For the *cis* action of lncRNAs, we searched for protein-coding genes 10 and 100 kb upstream and downstream of the lncRNAs, respectively. Our results included 641 lncRNAs that corresponded to 868 protein-coding genes within a range of 10 kb, as well as 964 lncRNAs that represented 3468 protein-coding genes within a range of 100 kb (Additional file 4). 

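The list of Additional file 4 for 10 kb holds 868 pairs of a lncRNA locus and a neighbouring gene, formed by 641 lncRNA loci and 833 different genes. The supplements name lncRNAs by locus (XLOC), whereas the expression table names them by transcript (TCONS), and no table used here pairs these names. Loci were therefore matched to transcripts by expression, as the transcript (or sum of neighbouring transcripts) with a Pearson correlation past the cutoff of 0.95 with the largest share of the genes that Additional file 6 lists for the locus. The copy of Additional file 6 read here holds 967 loci (the paper reports 1150), of which 914 have a shortened gene list. A match needed a lead of 3 genes over the next best transcript and had to keep loci and transcripts in the same order. The genes named in the text, the genes of Additional file 8 and the neighbours of each locus were left out of the matching. The genes that were used are listed for correlation with the same locus in the same libraries. A named pair with the listed sign is therefore not independent evidence of its relation. This rule was settled over several versions, after the expression values had been seen.

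In total 825 loci were matched, with a median of 10 genes used and a median of 85.7% of them past the cutoff. With the libraries put in 10 other orders, between 47 and 96 loci were matched and the median share was at most 55.6%. For 13 matched loci the published correlation coefficients also identify the transcript, and it was the same transcript in 13 of 13. All 6 loci of Fig. 5 were matched to a transcript for which the paper lists primers. Of the 71 loci named in the text, in Table 1 or in Fig. 5, 46 were matched.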

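Among lncRNA loci with a melanogenic gene nearby, XLOC_005274 was matched to TCONS_00044205, XLOC_013722 to TCONS_00117594, XLOC_020482 to TCONS_00176738, XLOC_020548 to TCONS_00172190 and XLOC_022579 to TCONS_00190439. The FPKM of XLOC_005274 was 0.545 ± 0.135 (SD, n = 3) in dark skin and 0.758 ± 0.0381 (SD, n = 3) in white skin, without overlap between the breeds. On the log2(FPKM + 0.1) scale it differed by -0.43 (standard error 0.37, adjusted p = 0.680 from limma). XLOC_013722 had an FPKM of 1.44, 1.89 and 1.16 in dark skin and 2.18, 1.69 and 1.82 in white skin, a difference of -0.34 on the same scale (standard error 0.25, adjusted p = 0.630 from limma). These values overlapped between the breeds. So did those of the other 3 loci, with differences of 0.33 for XLOC_020482 (standard error 0.35), -0.17 for XLOC_020548 (standard error 0.47) and -0.33 for XLOC_022579 (standard error 0.34). With 1 library left out, the difference of XLOC_020548 ran from -0.41 to 0.20, so its direction turned. Among the neighbouring genes, MITF was the only one analysed here. Its FPKM was 10.6 ± 1.92 (SD, n = 3) in dark skin and 8.74 ± 0.607 (SD, n = 3) in white skin, a log2 difference of 0.27 (standard error 0.15, adjusted p = 0.660 from limma).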

Interestingly, we detected melanogenic genes such as *ASIP*, *Mitf*, *Sox10*, *Wnt7b*, and *Wnt3a*, which were respectively located near the *XLOC_005274*, *XLOC_013722*, *XLOC_020482*, *XLOC_020548*, and *XLOC_022579* loci, thereby suggesting that skin melanogenesis is regulated by the action of five lncRNAs on neighboring protein-coding genes. Gene Ontology (GO) analysis of *cis* lncRNA targets demonstrated that 25 significantly overrepresented terms were mainly involved in the regulation of gene expression. For example, the top five terms were sequence-specific DNA binding, nucleic acid binding transcription factor activity, sequence-specific DNA binding transcription factor activity, regulation of transcription, and DNA-dependent regulation of RNA metabolic processes. These findings clearly demonstrated one of the roles of lncRNAs in the genome, namely, regulation of gene expression. Pathway analysis showed that these *cis* target genes of lncRNAs were enriched in 266 KEGG pathways, in which several pathways were related to pigmentation such as tyrosine metabolism, cAMP signaling pathway, MAPK signaling pathway, Wnt signaling pathway, melanogenesis, and melanoma (Additional file 5). These findings suggested that lncRNAs act on its neighboring protein-coding genes in *cis* to regulate skin pigmentation during dermal development.

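Of the neighbouring pairs within 10 kb, 182 had both the lncRNA locus and the gene matched to transcripts. Across these pairs the median Pearson correlation over the 6 libraries was 0.165, against 0.000440 over all pairings of the same lncRNAs and genes, a difference that was not tested. An absolute correlation of at least 0.95 was found in 1 pair (0.549%). When the same lncRNAs and genes were paired at random 10000 times, a mean of 0.914 pairs passed, with the central 95% of re-pairings between 0 and 3 (2-sided permutation p = 1). The pairs that share a lncRNA or a gene are not independent. With the cutoff lowered to 0.9, 9 pairs passed against a mean of 3.75 (permutation p = 0.0276), and with the mean of each breed removed 7 passed against a mean of 3.17 (permutation p = 0.081). With 1 library left out in turn, between 2 and 6 pairs passed, and without dark skin replicate 2 or dark skin replicate 3 the 2 pairs that passed were fewer than the mean of the re-pairings (3.05 and 2.96).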

On the other hand, the *trans* role of 1336 lncRNAs in protein-coding genes was examined based on its expression correlation coefficient (Pearson correlation ≥ 0.95 or ≤ −0.95). 

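Pearson correlation over the 6 libraries was calculated on FPKM for each lncRNA transcript against each mRNA transcript. All 1336 lncRNA transcripts and 27001 mRNA transcripts varied between libraries, which gave 36073336 pairs. An absolute correlation of at least 0.95 was found in 192856 pairs (0.535%), of which 120973 were positive and 71883 negative. They involved all 1336 lncRNA transcripts and 26488 mRNA transcripts. With the libraries of the lncRNA table put in 100 random orders, between 127867 and 185221 pairs passed the cutoff, with a median of 148825. The count in the true order was 1.30 times this median, and 0 of the 100 random orders gave as many pairs. For pairs of unrelated normal variables, 133020 would pass. The count was moved most by leaving out single libraries, up to 602078 pairs, since 5 libraries leave fewer degrees of freedom.

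**Figure D1:**
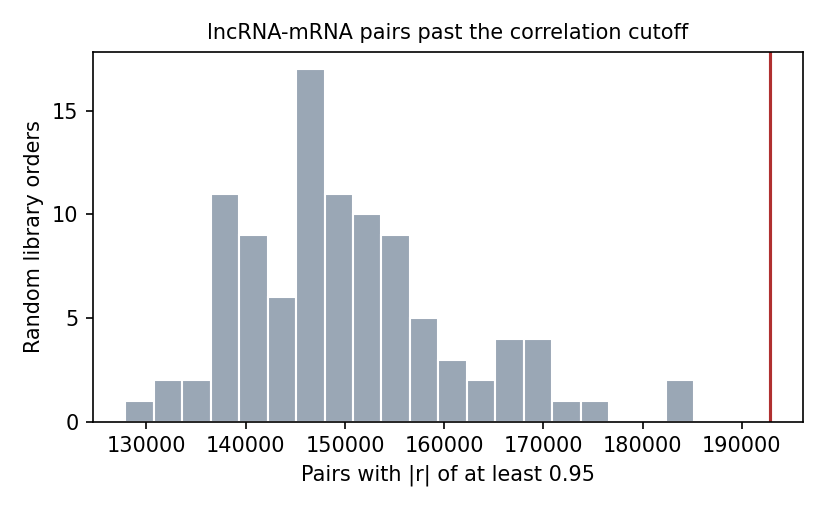
Number of lncRNA-mRNA pairs with an absolute Pearson correlation of at least 0.95 (horizontal axis) in 100 random orders of the libraries (bars, number of orders) and in the true order (red line). The random orders lie between 127867 and 185221 pairs and the true order lies at 192856 pairs.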

A total of 123,969 interaction relationships were detected in *trans* between 1150 lncRNAs and the protein-coding genes in the goat genome (Additional file 6). Functional analysis illustrated that the *trans* target genes were enriched in 2643 GO terms, encompassing a variety of biological processes. Importantly, we observed a few of melanogenic terms, including pigment biosynthetic process, tyrosine 3-monooxygenase activity, melanin-concentrating hormone activity, pigment metabolic process, nitrogen compound metabolic process, and others. Of the 256 KEGG pathways identified, five were associated with pigmentation such as melanogenesis, melanoma, Wnt signaling pathway, cAMP signaling pathway, and tyrosine metabolism (Additional file 7). These findings indicated that lncRNAs act on the protein-coding genes associated with skin pigmentation in *trans*.

To further ascertain lncRNA-protein-coding gene pairs that belong to both co-localization (*cis* action) and expression correlation (*trans* action) relationships, detailed examination was conducted, which identified 26 lncRNA-protein coding gene pairs that fulfilled to these criteria (Additional file 8). This finding suggested that lncRNAs act on its neighboring protein-coding genes to regulate gene expression. 

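In 5 of the 26 pairs of Additional file 8, both members were matched to transcripts, and 4 of them had a correlation of at least 0.95. XLOC_018555 (matched to TCONS_00155569) and LOC102186542 (XM_005677572.1) had r = 0.969 (exact permutation p = 0.00139 over 720 orders, 2-sided) and rho = 1 (exact permutation p = 0.00278). XLOC_015281 (matched to TCONS_00132292) and the summed 2 matched transcripts of STX4 had r = 0.975 (exact permutation p = 0.00278) and rho = 0.986 (exact permutation p = 0.00556). Benjamini-Hochberg adjustment over the 34 named pairs tested gave 0.0189 for both r values and 0.0472 for both rho values. Since the study chose the pairs of Additional file 8 and Table 1 for their correlation in the same libraries, neither these p-values nor those of the other named pairs are independent evidence of a relation. Without the 2 libraries farthest from the median of the lncRNA, r was 0.964 and 0.960 respectively. XLOC_012968 (matched to TCONS_00110114) with ANPEP and XLOC_009509 (matched to TCONS_00080636) with RPL18 also passed the cutoff. Both members of each of these pairs separated the breeds without overlap, so the relation cannot be tested apart from breed, and neither pair passed once the mean of each breed was removed. XLOC_015979 (matched to TCONS_00139654) and LDB1 (XM_005698351.1) had r = 0.920 (exact permutation p = 0.0194, adjusted 0.0329) and rho = 0.714 (exact permutation p = 0.136, adjusted 0.178). The value given in Additional file 8 for this pair is 0.959. With 1 library left out in turn r ranged from 0.644 (without dark skin replicate 2) to 0.968 (without dark skin replicate 1), and with the mean of each breed removed it was 0.980. Without the 2 farthest libraries r was 0.646, close to the value without dark skin replicate 2 alone. The size of r was thus lowest without dark skin replicate 2, and without dark skin replicate 1 it rose past the cutoff. Leaving out the farthest values narrows the range of the lncRNA. The lower values therefore do not decide whether the relation rests on dark skin replicate 2. On the log2(FPKM + 1) scale, 7 of the 34 named pairs had an absolute correlation of at least 0.95, against 18 on the FPKM scale.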

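XLOC_020022 was matched to TCONS_00176478. Its FPKM was 1.24, 0.0543 and 0.0664 in dark skin replicates 1, 2 and 3, and 0.110, 0.131 and 7.36 in white skin replicates 4, 5 and 6. The values of the breeds overlapped, and white skin replicate 6 and dark skin replicate 1 stood above the rest. The difference between dark and white skin was -1.13 on the log2(FPKM + 0.1) scale (adjusted p = 0.788 from limma). Without white skin replicate 6 it was 0.56, in the opposite direction.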

We also noticed that one lncRNA, *XLOC_020022*, which was significantly differentially expressed between goats with dark skin and white skin, interacted with an early development-related gene, *HOXC11*.

### Tissue and functional specificities of lncRNAs

Expression correlation analysis revealed an interesting phenomenon wherein an lncRNA in *trans* acted on two protein-coding genes that were specifically expressed in a particular type of cell or belonged to a certain functional cluster. For example, *XLOC_013372* targets *ASIP* and *MITF*, yet with opposite correlations. 

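XLOC_013372 (matched to TCONS_00116317) had an FPKM of 0.281 ± 0.111 (SD, n = 3) in dark skin and 1.12 ± 0.0841 (SD, n = 3) in white skin. The difference was larger than the spread between replicates and without overlap between the breeds, at -1.72 on the log2(FPKM + 0.1) scale (standard error 0.41), with an adjusted p of 0.271 from limma over all lncRNA transcripts tested. Its correlation with MITF over the 6 libraries was r = -0.669 (exact permutation p = 0.135, 2-sided, adjusted 0.164 over the 34 named pairs) and rho = -0.714 (exact permutation p = 0.136, adjusted 0.178). The sign is the negative one given in Table 1. Without the 2 libraries farthest from the median of the lncRNA, r was -0.302, and with the mean of each breed removed it was -0.322. Leaving out the farthest values narrows the range of the lncRNA, so the former does not decide whether the relation rests on those libraries. With each library left out in turn, r ranged from -0.931 to -0.476, the latter without dark skin replicate 2. The values of MITF overlapped between the breeds.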

A group of lncRNAs, including *XLOC_023806*, *XLOC_019686*, *XLOC_008226*, *XLOC_013939*, *XLOC_015399*, *XLOC_017870*, *XLOC_000404*, and *XLOC_002582* simultaneously act on both *TYRP1* and *DCT*; *XLOC_010430*, *XLOC_000995*, *XLOC_019547*, *XLOC_009688*, *XLOC_005961*, and *XLOC_006605* target both *WNT2* and *CREB3L1*; and lncRNAs target *WNT2* and *FZD4*, respectively. On the other hand, *ASIP*, *MITF*, *TYRP1*, and *DCT* are members of melanogenic pathways and are expressed specifically in melanocytes. These findings indicate that the lncRNAs are tissue- or function-specific. Furthermore, the three unique differentially expressed lncRNAs (*XLOC_010430*, *XLOC_004341*, and *XLOC_015448*) between the normal and dark skin in goats require further investigation because their targets were also differentially expressed, except for *MITF* (the target of *XLOC_015448*). 

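Of the 26 lncRNA loci that Table 1 lists for WNT2, 13 were matched. All 13 had the listed sign, and 8 had an absolute correlation of at least 0.95 with WNT2 on the FPKM scale. WNT2 was lower in dark skin (3.82 ± 0.509 FPKM, SD, n = 3) than in white skin (7.59 ± 2.49 FPKM, SD, n = 3), without overlap. In 12 of the 13 pairs both members separated the breeds in this way, so that a correlation over all libraries cannot be told from a difference between the breeds. After the mean of each breed was removed, 3 of the 13 pairs passed the cutoff. With 1 library left out in turn, between 1 (without white skin replicate 4) and 11 (without dark skin replicate 1) of the 13 passed. Among all 1336 lncRNA transcripts, 19 passed the cutoff with WNT2, against a median of 4 over the 719 other orders of the libraries, and 6 of these orders gave as many. Of the 19, 3 passed without white skin replicate 4, in which WNT2 had its highest FPKM, 10.4, and between 16 and 19 without any other single library.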

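DCT had an FPKM of 18.4, 4.31 and 4.70 in dark skin replicates 1, 2 and 3, and of 0.941, 1.18 and 1.14 in white skin replicates 4, 5 and 6. Of the 9 lncRNA loci that Table 1 lists for it, 6 were matched. All 6 had the listed sign and an absolute correlation of at least 0.95. XLOC_023806 (TCONS_00203566), XLOC_019686 (TCONS_00168876) and XLOC_000404 (TCONS_00001454) were each present in dark skin replicate 1 alone, at 0.945, 0.910 and 1.22 FPKM, and were listed at 0 in the other libraries. Each of these 3 had r = 0.968 with DCT (exact permutation p = 0.167, 2-sided, adjusted 0.177 over the named pairs) and rho = 0.655 (exact permutation p = 0.333, adjusted 0.354). A lncRNA present in 1 library allows no smaller permutation p with DCT, so these p-values could not fall under 0.05. XLOC_017870 (TCONS_00159312) had r = 0.982 (exact permutation p = 0.0292, adjusted 0.0413) and rho = 0.657 (exact permutation p = 0.175, adjusted 0.213), and its r was 0.665 without dark skin replicate 1. Without the 2 libraries farthest from the median of the lncRNA, its r was 0.633. The pair was listed for its correlation over all libraries, so this does not decide whether those libraries alone make the relation. In the pairs with XLOC_002582 (TCONS_00020499) and XLOC_005274 both members separated the breeds without overlap, so that a correlation over all libraries cannot be told from a difference between the breeds. With the mean of each breed removed all 6 pairs passed the cutoff, and r was 0.980 for XLOC_002582 and -0.953 for XLOC_005274. Without dark skin replicate 1, the 3 lncRNAs listed at 0 have no correlation by construction, and 0 of the other 3 pairs passed the cutoff. On the log2(FPKM + 1) scale 2 of the 6 passed. From lncRNAs that are correlated with several genes of melanocytes or of one functional group, the paper concludes that the lncRNAs are specific to a tissue or a function.

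**Figure D2:**
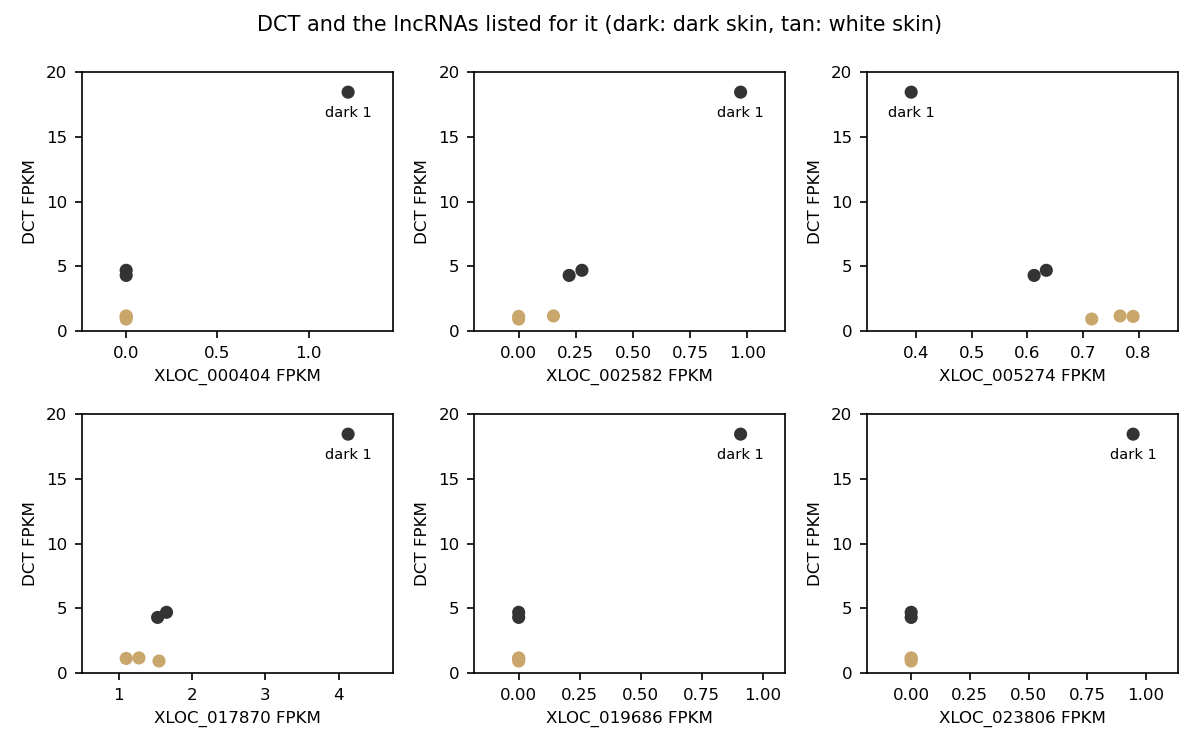
FPKM of DCT (vertical axes) against FPKM of the 6 matched lncRNA loci that Table 1 lists for it (horizontal axes), 1 point per library, with dark skin in black and white skin in tan. Dark skin replicate 1, at a DCT FPKM of 18.4, lies apart from the other libraries in each panel.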

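Dark and white skin were compared with limma on log2(FPKM + 0.1), 3 libraries against 3, with 2-sided p-values adjusted by the Benjamini-Hochberg method over the transcripts with a mean FPKM of at least 0.1. A test on reads with Cuffdiff, which the paper used, cannot be repeated on FPKM. Among 1332 lncRNA transcripts, 0 had an adjusted p under 0.05, and 117 had an unadjusted p under 0.05. The values of the breeds did not overlap for 212 of them (15.9%, where chance gives 10%), with 81 higher and 131 lower in dark skin. The median difference over all lncRNA transcripts was -0.11, and with each library centred on its median, 2 lncRNA transcripts passed. Without dark skin replicate 3, 2 lncRNA transcripts passed as well. Among 23090 mRNA transcripts, 2 had an adjusted p under 0.05, and 1913 had an unadjusted p under 0.05. The breeds did not overlap for 3395 mRNA transcripts (14.7%), with 1766 higher and 1629 lower in dark skin. XM_005701294.1 was listed at 0 in the 3 white skin libraries and had an FPKM of 4.06, 3.14 and 3.14 in dark skin (adjusted p = 0.0119 from limma). XM_005689528.1 was listed at 0 in the 3 dark skin libraries and had an FPKM of 77.8, 120 and 113 in white skin (adjusted p = 2.84e-05 from limma). Neither accession has a symbol in the gene table. The number of mRNA transcripts was moved most by leaving out the trend of the variance with expression, which gave 28.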

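XLOC_015448 (matched to TCONS_00135366, a lincRNA) had an FPKM of 4.61 ± 0.887 (SD, n = 3) in dark skin and 1.63 ± 0.113 (SD, n = 3) in white skin, without overlap. The difference was 1.43 on the log2 scale (standard error 0.19, adjusted p = 0.0587 from limma). With each library centred on its median it was 1.52 (adjusted p = 0.0260 from limma), and the adjusted p ran from 0.0260 to 0.186 over the alternatives that kept all libraries and reached 0.275 with 1 library left out. XLOC_010430 (matched to TCONS_00090652) had an FPKM of 1.35, 1.37 and 1.75 in dark skin and 3.51, 2.47 and 2.39 in white skin, also without overlap, with a difference of -0.85 (standard error 0.23, adjusted p = 0.358 from limma). XLOC_004341 was not matched to a transcript and was not analysed here. Of the targets, WNT2 differed by -0.93 (standard error 0.24, adjusted p = 0.472 from limma). In the pair of XLOC_015448 with MITF, r was 0.823 (exact permutation p = 0.0222, 2-sided, adjusted 0.0329 over the 34 named pairs) and rho 0.714 (exact permutation p = 0.136, adjusted 0.178). Its r was 0.592 without dark skin replicate 2, 0.954 without dark skin replicate 3 and 0.887 with the mean of each breed removed. Without the 2 libraries farthest from the median of the lncRNA it was 0.0305. Leaving out the farthest values narrows the range of the lncRNA, so this does not decide whether the relation rests on those libraries.

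**Figure D3:**
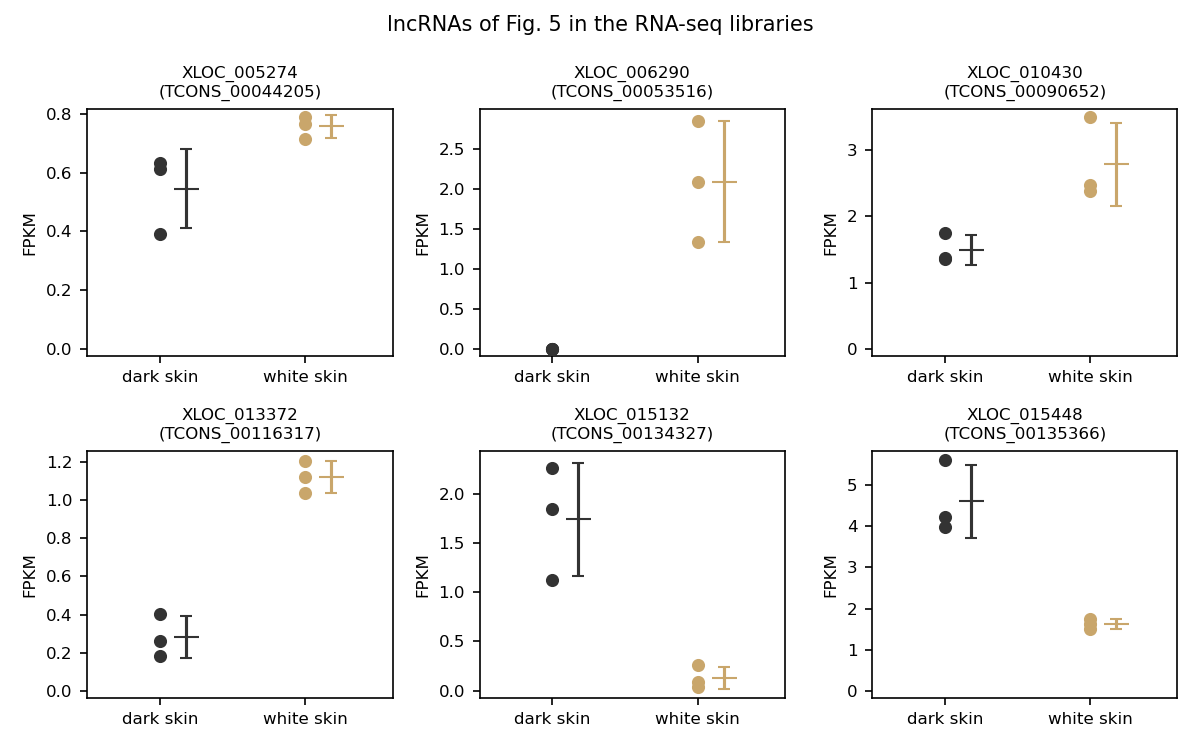
FPKM (vertical axes) of the 6 lncRNA loci of Fig. 5 with their matched transcripts in dark and white skin, 1 point per library, with the mean and SD of 3 libraries beside the points (left out where all are listed at 0). XLOC_015448 lies at 4.61 ± 0.887 in dark skin and 1.63 ± 0.113 in white skin, and the breeds are without overlap in each of the 6 panels.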

We suspect that these lncRNAs most probably participated in the regulation of melanogenesis, although its underlying mechanisms require additional investigations. Selected lncRNAs and target genes related to pigmentation were validated by quantitative PCR analysis (Fig. 5, Table 1).

**Fig. 5:**
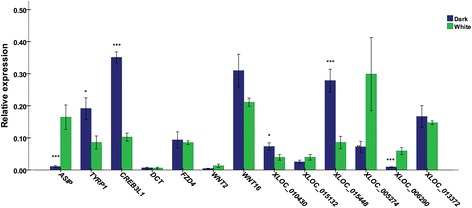
Validation of gene expression in dark and white skin by quantitative PCR. Some identified melanogenic genes and lncRNAs were examined in dark and white skin of fetal goats using quantitative PCR. Gene expression was quantified relative to the expression level of *β*-*actin* using the comparative cycle threshold (∆CT) method. Correction for multiple comparisons was performed using the Holm-Sidak method. The data are expressed as the mean ± 1 SE (*n* = 3). * *P* < 0.05, **P < 0.01, *** *P* < 0.001

**Table 1:** LncRNAs and its potential target genes that are involved in melonagenesis

Protein-coding genes	lncRNAs in *cis*	lncRNAs in *trans*
*ASIP* ^a^	XLOC_005274	*XLOC_013372*, XLOC_006290, XLOC_013615, XLOC_024549,
	XLOC_004858	XLOC_000129, XLOC_006932, XLOC_020962, -XLOC_020019^b^, -XLOC_018830^b^
*MITF*	XLOC_013722	*-XLOC_013372* ^b^, -XLOC_022057^b^, XLOC_000689, XLOC_018361, XLOC_012968, XLOC_009509, XLOC_023640, -XLOC_013890^b^, XLOC_005088, XLOC_015448^a^
*TYRP1* ^a^ (*BROWN*)		*XLOC_023806*, *XLOC_019686*, *XLOC_008226*, *XLOC_013939*, *XLOC_015399*, *XLOC_017870*, *XLOC_000404*, *XLOC_002582*
*DCT* ^a^		*XLOC_023806*, *XLOC_019686*, *XLOC_008226*, *XLOC_013939*, *XLOC_015399*, *XLOC_017870*, *XLOC_000404*, *XLOC_002582*, -XLOC_005274^b^
*TYR*		-XLOC_010559^b^, -XLOC_024478^b^, XLOC_021855, XLOC_006064
*CREB3L1* ^a^		*XLOC_000995*, *-XLOC_009688* ^b^, *XLOC_005961*, *XLOC_006605*, *XLOC_004319*, *XLOC_008730*, *XLOC_010430* ^a^, XLOC_019547, -XLOC_000912^b^, XLOC_024598, XLOC_004263
*FZD4* ^a^		*XLOC_000995*, *XLOC_018035*, *XLOC_005957*, *XLOC_006451*, *XLOC_004319*, *XLOC_020603*, *XLOC_009285*, *XLOC_019333*, *XLOC_004805*, *XLOC_008730*, *XLOC_010430* ^a^, *XLOC_006605*, *XLOC_003840*, XLOC_002867^a^, XLOC_023214, XLOC_023692, XLOC_002389^a^
*WNT2* ^a^		*XLOC_000995*, *XLOC_018035*, *XLOC_005957*, *XLOC_006451*, *XLOC_004319*, *XLOC_020603*, *XLOC_009285*, *XLOC_019333*, *XLOC_004805*, *XLOC_008730*, *XLOC_010430* ^a^, *XLOC_006605*, *XLOC_003840*, *XLOC_019547*, *-XLOC_009688* ^b^, *XLOC_005961*, XLOC_004341^a^, -XLOC_014182^b^, XLOC_013150, XLOC_022462, XLOC_013012, XLOC_025297^a^, XLOC_008538, -XLOC_007438^b^, XLOC_005975, XLOC_004597

^a^Differentially expressed in dark and normal skins of goats

^b^Negative correlation between the lncRNAs and their targets in trans. Italic font indicates that one lncRNA acts on at least two different protein-coding genes in *trans*. For example, *XLOC_013372* regulated *ASIP* and *MITF* in *trans*

## Discussion

In the present study, we identified a total of 1336 multiple-exon lncRNAs in 100-day-old fetal goat skin. In contrast to the number of protein-coding genes identified in the present study (27,947 mRNAs), the expression of lncRNAs was tissue-specific [1]. Comparative analysis of lncRNAs and mRNAs revealed characteristics that were similar to those of recent studies [1–5]. In addition to the preliminary examination of the three lncRNA subtypes, our extensive characterization revealed major differences in TE components (LINEs/L1s, LINEs/RTE-BovBs, LTRs/ERVLs, and SINEs/Core-RTEs) among lincRNAs, intronic lncRNAs, and anti-sense lncRNAs (Fig. 3a), which may in turn be responsible for the observed differences in their evolution and function. Because about half of mammalian genomes consist of lncRNAs [25], our results might provide insights into the scenario of genome evolution via lncRNA evolution. LTRs are known to harbor promoter signals that modulate gene expression in genomes [26, 27]. Our findings have demonstrated that lincRNAs are highly enriched with LTRs/ERV1 at TSSs, but absent in anti-sense lncRNAs and intronic lncRNAs (Fig. 3b), which suggest that the regulatory mechanism of expression of lincRNAs differs from that of the other two subtypes. A recent study showed distinct differences in TE density and position bias between the lincRNAs and mRNAs [28], whereas the present study improves our understanding of lncRNA biology.

In 2013, the goat genome was sequenced and assembled *de novo* using whole-genome mapping technology [29], which endows its high quality of genome assembly and annotation among farm animals, including horse, pig, cattle, yak, and sheep [30–34]. Although some single-exon lncRNAs were filtered out of the goat genome due to the limitations of the algorithm of the present study, authentic multiple-exon lncRNAs were generated, which could then be utilized in future investigations, as well as considerably improve the annotation of the goat genome. On the other hand, unlike protein-coding genes where sequence motifs are usually indicative of function, lncRNA sequences are currently uninformative for predicting function. This particular limitation hinders the prediction of the function of lncRNAs. Interestingly, several lncRNAs are transcribed with their associated protein-coding transcripts [35], and various examples of recently characterized ncRNAs such as Evf2 [36], HOTAIR [37], Kcnq1ot1 [38], and Air [39] support a functional relationship between lncRNAs and its associated or related-protein coding gene(s). Therefore, functional predictions for mammalian lncRNAs have often been based on “guilt-by-association” analyses [1, 5, 40–42], although this may not be the most appropriate model to explain the function of lncRNAs.

We predicted the potential function of lncRNAs in goat skin and determined that protein-coding genes can act with lncRNAs in *cis* or *trans*. In particular, *ASIP*, which was most differentially expressed in dark and white skin as indicated by RNA-seq analysis, was determined to be regulated by several lncRNAs both in *cis* and in *trans* (Table 1). However, the mechanism by which the lncRNAs act on *ASIP* in *cis* and *trans* remains to be elucidated. 

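ASIP itself was not analysed here. Among the lncRNA loci that Table 1 lists for it, XLOC_006290 (matched to TCONS_00053516, a lincRNA) was listed at 0 in the 3 dark skin libraries and had an FPKM of 2.86, 1.34 and 2.08 in white skin replicates 4, 5 and 6. Its adjusted p was 0.0563 from limma over all lncRNA transcripts tested. It was 0.0300 with each library centred on its median, 0.0290 after quantile normalization, 0.00743 without the trend and 0.0387 without dark skin replicate 3, and between 0.00743 and 0.455 over the alternatives that kept all libraries. With 1 library left out its highest value was 0.275. XLOC_024549 (matched to TCONS_00209522) was likewise listed at 0 in dark skin and had an FPKM of 1.64, 1.07 and 1.17 in white skin (adjusted p = 0.0857 from limma, between 0.00743 without the trend and 0.280 over the alternatives that kept all libraries). XLOC_013615 (matched to TCONS_00114917) had an FPKM of 1.65 ± 0.186 (SD, n = 3) in dark skin and 2.42 ± 0.357 (SD, n = 3) in white skin (adjusted p = 0.530 from limma).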

An intriguing observation is that *XLOC_013372* acts on both *ASIP* and *MITF* in *trans*, but with reverse correlations (Table 1). This is the first report of such an interesting observation, which is worth investigating further, as well as indicates the functional complexity of lncRNAs. Furthermore, a certain cluster of lncRNAs in *trans* often target protein-coding genes that were specifically expressed in melanocytes (*ASIP*, *MITF*, *TYPR1*, and *DCT*) and/or involved in melanogenesis (*WNT2*, *WNT16*, *FZD4*, and *CREB3L1*) (Table 1). This finding indicates that lncRNAs play a regulatory role in melanogenesis. Moreover, a cluster of eight lncRNAs act on both *TYRP1* and *DCT*, which evolved from a common ancestral tyrosinase gene [43–45]. 

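All 10 lncRNA loci that Table 1 lists for MITF were matched, and all 10 had the listed sign. Their correlations with the matched MITF transcript ranged from -0.669 to 0.887, and 0 of them reached an absolute value of 0.95. With the mean of each breed removed r ranged from -0.322 to 0.913, and the sign turned for 2 of the 10, XLOC_009509 (from 0.573 to -0.253) and XLOC_013890 (matched to TCONS_00116671, from -0.581 to 0.131). The lowest exact permutation p for r was 0.0208 (2-sided), and for 5 of the 10 the adjusted p over the 34 named pairs was under 0.05, while for rho this held for 0 of the 10. Dark skin replicate 2, with an FPKM of 12.6, had the highest value of MITF. Among the fits that left out 1 library, every r of the 10 was smallest in size without this library. Without dark skin replicate 3, in contrast, every r was larger in size (from 0.893 to 0.971), and 4 of the 10 passed the cutoff, namely XLOC_022057, XLOC_018361, XLOC_012968 and XLOC_015448. Among all 1336 lncRNA transcripts, 14 passed the cutoff with MITF, against a median of 5 over the 719 other orders of the libraries, 40 of which gave as many. Of the 14, 3 passed without dark skin replicate 2 and between 12 and 14 without any other single library. Over Table 1 as a whole, 29 of the 94 listed pairs had both members matched, all 29 had the listed sign on the FPKM scale and 14 passed the cutoff. The loci were matched through other genes listed for them in the same libraries, so the shared signs are not an independent test.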

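TYRP1 was not analysed here. Of all 1336 lncRNA transcripts, 13 had an absolute correlation of at least 0.95 with DCT on the FPKM scale, 11 positive and 2 negative. The libraries in their 719 other orders gave a median of 10 such lncRNA transcripts, and 191 of these orders gave as many. In 9 of the 13, dark skin replicate 1 lay apart from the other libraries by Dixon's test for 6 values. Without that library, 4 of the 13 have the same value in all others and so no correlation, and 0 of the remaining 9 kept the cutoff, with absolute correlations from 0.319 to 0.909. All 13 kept it without any other single library.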

The observation of highly identical regulatory lncRNAs suggests that these homologous sequences in the tyrosinase family genes are involved in its evolution and functionality. 

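XLOC_010430 and WNT2 passed the cutoff of 0.95 with a positive sign, as listed in Table 1. Both separated the breeds without overlap, and each breed has too few libraries for a correlation within it. After the mean of each breed was removed their r was 0.974, and the pair also passed with each library left out in turn. FZD4 was not analysed here.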

A third interesting observation is that *FZD4* and *WNT2*, which are members of the WNT signaling pathway, share a few of regulatory lncRNAs, including significantly differentially expressed *XLOC_010430*. This again indicates that lncRNAs are highly functionally conserved, similar to their targets, namely, the WNT signaling proteins [46]. Several recent studies also indicate that lncRNAs are conserved in function [41, 47, 48]. Functional conservation, despite variations in sequence, is a characteristic of lncRNAs. The differentially expressed lncRNAs between dark and white skin in goats such as *XLOC_015448*, *XLOC_002867*, *XLOC_002389*, *XLOC_010430*, *XLOC_004341*, and *XLOC_025297* (Table 1), as well as the 26 lncRNA-protein coding gene pairs that belong to both co-localization (*cis* role) and correlation (*trans* role) (Additional file 8) require additional investigations.

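A further 3 loci of this list were matched. XLOC_025297 (TCONS_00216725) had an FPKM of 1.38 ± 0.251 (SD, n = 3) in dark skin and 2.44 ± 0.455 (SD, n = 3) in white skin, without overlap, and a log2 difference of -0.78 (standard error 0.24, adjusted p = 0.446 from limma). XLOC_002867 (TCONS_00015043) and XLOC_002389 (TCONS_00014471) overlapped between the breeds. Their log2 differences were -1.46 (standard error 0.78, adjusted p = 0.550 from limma) and -1.29 (standard error 0.77, adjusted p = 0.594 from limma), with white skin replicate 4 highest in both. Over the 61 transcripts of matched lncRNA loci named in the paper or in Additional file 8, 0 passed when adjusted over all transcripts tested, 10 passed when adjusted over the list alone, and 21 had an unadjusted p under 0.05. Over the 13 named mRNA transcripts, 0 passed over all transcripts tested, and 2, those of DCT and WNT2, passed when adjusted over the list alone, with 4 at an unadjusted p under 0.05. Since the study chose these lists on the same libraries, the counts adjusted over the list alone are not independent evidence.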

As far as we know, only a small portion of the pathways involved in pigmentation have been validated to date, including the protein kinase C pathway [49, 50], cAMP pathway [51], SCF-KIT pathway [52], cGMP pathway [53], phosphatidylinositol 3-kinase-Akt pathway [54], protein kinase A pathway [55], BMP signaling [56], Notch pathway [57], ERK pathway [58], Wnt signal [59], KITLG and the KITLG/c-Kit pathway [60], CXCR3-mediated pathway [61], JAK2-STAT6 signaling pathway [62], nitric oxide/protein kinase G signaling pathway [63], FGF/MAPK/Ets signaling [64], p38MAPK [65], MITF-GPNMB pathway [66], Galphas-SASH1-IQGAP1-E-cadherin pathway [67], CREB/MITF/tyrosinase pathway [68], and necrosis factor receptor-associated factor 2 (TRAF2)-caspases pathway [69]. However, reports on the role of lncRNA in pigmentation are limited. In the present study, the enriched KEGG pathways associated with pigmentation (Additional files 5 and 7) in the potential lncRNA targets clearly indicated that these lncRNAs play roles in skin pigmentation in goats. However, the predicted targets based on “guilt-by-association” analyses should be carefully assessed because of the low number of sample examined, and experimental validations are also warranted.

## Conclusions

We elucidated the skin lncRNA profiles of fetal goats using deep RNA-seq analysis. The characterization of three lncRNA subtypes casts light on the mechanism underlying the origin and evolution of lncRNAs, as well as its regulation of expression. LncRNAs are tissue-specific and functionally conserved during skin development and pigmentation in goats. Our findings have further expanded our knowledge on lncRNA biology, as well as contributed to the annotation of the goat genome. The present study also provides valuable resources for studying lncRNAs.

## Methods

### Animals

Two goat groups with diverse phenotypes of skin pigmentation were investigated in this study. The Yudong white goat (*Capra hircus*) is distributed in Southwest China (located at 31°14′–32°12′ N and 108°15′–109°58′ E), which features white color coat and skin. The Youzhou dark goat (*Capra hircus*), a indigenous breed uniquely distributed in Youyang county in Chongqing, China (located at 26°54′ N and 108°57′ E), is characterized by dark skin, including the visible mucous membranes, yet is generally white in coat color. Briefly, three pregnant ewes from each breed were subjected to caesarean section to collect the fetuses at 100 days of gestation, and then the dorsal and ventral skins were collected from each fetus. Three grams of skin were dissected and rapidly frozen in liquid nitrogen for RNA extraction.

All surgical procedures involving goats were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China; revised in June 2004) and adhered to the Reporting Guidelines for Randomized Controlled Trials in Livestock and Food Safety (REFLECT).

### RNA isolation, library preparation, and sequencing

Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), according to the manufacturer’s instructions. RNA degradation and contamination was monitored on 1 % agarose gels. RNA purity was checked using the NanoPhotometer spectrophotometer (Implen, Los Angeles, CA, USA). RNA concentration was measured using a Qubit RNA Assay Kit in a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Approximately 3 μg RNA per sample was used as input material for the RNA sample preparations. First, ribosomal RNA was removed by using an Epicentre Ribo-zero rRNA Removal Kit (Epicentre, Madison, WI, USA), and rRNA-free residue was removed by ethanol precipitation. Subsequently, the high strand-specificity of the libraries was generated using the rRNA-depleted RNA of the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA), following manufacturer’s recommendations. Briefly, fragmentation was conducted using divalent cations under elevated temperature in NEBNext. First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNaseH-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. In the reaction buffer, dNTPs with dTTP were replaced by dUTP. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3′ ends of the DNA fragments, NEBNext adaptors with a hairpin loop structure were ligated to prepare for hybridization. To preferentially select cDNA fragments of 150–200 bp in length, the library fragments were purified with an AMPure XP system (Beckman Coulter, Brea, CA, USA). Then 3 μL USER Enzyme (NEB, Ipswich, MA, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, universal PCR primers, and Index (X) Primers. Finally, the PCR products were purified (AMPure XP system), and library quality was assessed on an Agilent Bioanalyzer 2100 system. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA), following the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina Hiseq 2000 platform and 100-bp paired-end reads were generated.

### Quality control

Raw data were first processed using in-house Perl scripts. In this step, clean data were obtained by removing reads containing adapter, reads containing over 10 % of ploy-N, and low-quality reads (>50 % of bases whose Phred scores were <5 %) from the raw data. The Phred score (Q20, Q30) and GC content of the clean data were calculated. All subsequent analyses were based on the high-quality data.

### Transcriptome assembly

Goat reference genome and gene model annotation files were downloaded from the goat genome website (http://goat.kiz.ac.cn) directly. Index of the reference genome was built using Bowtie v2.0.6 [70, 71] and paired-end clean reads were aligned to the reference genome using TopHat v2.0.9 [72, 73]. The mapped reads of each sample were assembled using both Scripture (beta2) [74] and Cufflinks (v2.1.1) [20] in a reference-based approach. Scripture was run with default parameters. Cufflinks was run with ‘min-frags-per-transfrag = 0’ and ‘--library-type fr-firststrand’, and other parameters were set as default. In the present study, single-exon lncRNAs were filtered out from the goat genome due to limitations of the algorithm. This operation that at least two exons are preferred is a purely technical one. To avoid false-positive results as much as possible, the transcripts with a single exon were usually considered as background transcripts and were discarded, whereas multiple-exon lncRNAs were retained [75].

### Quantification of gene expression level

Cuffdiff (v2.1.1) was used to calculate fragments per kb for a million reads (FPKM) of both lncRNAs and coding genes in each sample [20]. For biological replicates, transcripts or genes with a *P*-adjust of <0.05 were described as differentially expressed between two groups of goats with the dark and white skin.

### Coding potential and conserved analysis of lncRNAs

To achieve high-quality data, we used four analytic tools, including CNCI (v2) [76], CPC (0.9-r2) [77], Pfam-scan (v1.3) [78], and PhyloCSF (v20121028) [79] to identify the candidate lncRNAs. Transcripts predicted with coding potential by any of the four tools earlier described were filtered out, and those without coding potential were retained. Then, we selected those shared by four tools as the final candidate lncRNAs and use for further analysis. Quantification of gene expression level was estimated by calculating the FPKMs of the transcripts. The pipeline used to identify putative lncRNAs from the deep sequencing data is presented in Supplementary Figure S1.

To investigate the sequence conservation of transcripts, we used the phyloFit program in the Phast (v1.3) package [80] to compute phylogenetic models for conserved and non-conserved regions among species. Then, we used phastCons to compute a set of conservation scores of lncRNAs and coding genes.

### LncRNA target gene prediction and functional enrichment analysis

To explore the function of lncRNAs, we first predicted the target genes of lncRNAs *in cis* and *trans*. The *cis* role refers to lncRNAs’ action on neighboring target genes. In the present study, we searched coding genes 10/100 k upstream and downstream of an lncRNA. The *trans* role refers to the influence of lncRNAs on other genes at the expression level. Here, we calculated for Pearson’s correlation coefficients between expression levels of 1336 lncRNAs and 27,947 mRNAs with custom scripts (r > 0.95 or r < −0.95). Then, we performed functional enrichment analysis of the target genes for lncRNAs by using the DAVID platform [81, 82]. Significance was expressed as a *p*-value, which was calculated using the EASE score (*P* value < 0.05 was considered significant).

### Enrichment analysis of TE in goat lncRNAs

RepeatMasker (http://www.repeatmasker.org) was used with default parameters to identify various TE components in goat. To detect position bias of TEs in each class of lncRNAs, we searched for TEs at the 2000-bp upstream region of the TSS of each lncRNA identified in the goat genome (http://goat.kiz.ac.cn) and plotted its read coverage with the ggplot2 package in R [83].

### Validation of gene expression in RNA-seq by quantitative PCR analysis

Total RNAs from fetal skin in two groups of goats were used for quantitative PCR analysis. Briefly, the first cDNA strains were obtained using a One Step cDNA Synthesis Kit (Bio-Rad, USA), and were then subjected to quantification of mRNAs or lncRNAs with *β-actin* as an endogenous control using a standard SYBR Green PCR kit (Bio-Rad) on the Bio-Rad CFX96 Touch™ Real-Time PCR Detection System. The quantitative PCR was performed using the following conditions: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, and the optimized annealing temperature for 30 s. The primers and annealing temperatures for 14 genes are listed in Additional file 9. All reactions were performed in triplicate for each sample. Gene expression was quantified relative to *β-actin* expression using the comparative cycle threshold (∆CT) method. Differences in gene expression between the dark and white skin were detected by using the t-test. Corrections for multiple comparisons were performed using the Holm-Sidak method.

### Statistical analysis

Data analyses were performed using the statistical R package.

### Data availability

The sequencing data were submitted to the Genome Expression Omnibus (Accession Numbers GSE69812) in NCBI.

## Additional files

Additional file 1:
**Pipeline for lncRNA analysis of the present study.** (DOCX 13 kb) Additional file 2:
**Comparison of TE components between individual subtypes of lncRNAs and mRNAs**. (XLSX 17 kb) Additional file 3:
**Comparison of TE components among three subtypes of lncRNAs.** (XLSX 13 kb) Additional file 4:
**The protein-coding genes within 10 k and 100 k upstream and downstream of an lncRNA.** (XLSX 55 kb) Additional file 5:
**Functional enrichment analysis of the protein-coding genes of lncRNAs in** ***cis.*** (XLS 360 kb) Additional file 6:
**Pearson correlations between protein-coding genes and lncRNAs.** (LIST 1829 kb) Additional file 7:
**Functional enrichment analysis of protein-coding genes of lncRNAs in** ***trans***. (XLS 7903 kb) Additional file 8:
**LncRNA-protein coding gene pairs with both co-localization and correlation relationships.** (XLS 21 kb) Additional file 9:
**Primers used in quantitative PCR analysis.** (XLSX 9 kb)

## Abbreviations

ASIP: agouti signaling protein
CREB3L1: cAMP responsive element binding protein 3-like 1
DCT: dopachrome tautomerase
ERVs: endogenous retroviruses
FZD4: frizzled-4 protein
LINEs: long interspersed elements
LncRNA: long noncoding RNA
LTRs: long terminal repeats
MITF: microphthalmia-associated transcription factor
RTEs: retrotransposable elements
SINEs: short interspersed nuclear elements
TEs: transposable elements
TSS: transcription start site
TYPR1: tyrosinase-related protein 1

# Supplementary material for: Genome-wide analysis of long non-coding RNAs at early stage of skin pigmentation in goats (Capra hircus)
**Source:** BMC Genomics. 2016 Jan 19;17:67. doi: 10.1186/s12864-016-2365-3
**Supplement:** Additional file 1: — Pipeline for lncRNA analysis of the present study.

**RNA-seq data alignment by Tophat2**

**Assembly by Cufflinks and Scripture**

**Categorization of transcripts**

**Coding potential analysis by CPC, CNCI, pfam, and PhyloSCF**

**The candidate long non-coding RNAs**

**Characterization of subtypes of lncRNAs**

**Prediction of lncRNA function using co-expression analysis**

**Fig S1. Pipeline for analysis of skin long non-coding RNAs by RNA-sequencing.**

How the deposited data were processed for this re-analysis (not part of the article)

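RNA-seq libraries from the skin of 6 goat fetuses at day 100 of gestation were compared, 3 with dark skin (Youzhou dark goat) and 3 with white skin (Yudong white goat). The libraries carry the replicate numbers 1 to 3 and 4 to 6. The paper states that dorsal and ventral skin was collected, but the sample labels do not give the site of each library, and sequencing batches are not given either.

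The authors aligned the reads to the goat genome, assembled transcripts, kept multiple-exon transcripts without coding potential as lncRNAs and calculated FPKM with Cuffdiff, and they deposited these FPKM values for each library. FPKM values are normalized for transcript length and library size, so they hold no counts, the depth behind a value is unknown, and no interval for counting error can be given. The paper's text does not name the library normalization used in Cuffdiff. One further deposited column is the authors' mean FPKM over the libraries, which equals the mean of the 6 values and was not used in any test. The design fixed before the data were examined speaks of genes, but both tables give one value per transcript, and every test was run on transcripts. The tests, their thresholds, the alternatives and the marker gene lists of 4 cell types were set before the data were examined, except where stated otherwise.

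Differences between the breeds were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 0.1), over transcripts with a mean FPKM of at least 0.1, in each table separately, with 2-sided p-values and Benjamini-Hochberg adjustment. A log2 difference on this scale understates the change of transcripts with low values. Marker gene lists were tested with fry of limma. All other values were calculated in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Correlations are Pearson's r on FPKM and Spearman's rho, with exact permutation p-values over the 720 orders of the 6 libraries and Benjamini-Hochberg adjustment over the 34 named pairs. The number of pairs past an absolute r of 0.95 was compared with 100 random orders of the libraries, and that of neighbouring pairs with 10000 random re-pairings. Medians of lncRNAs and mRNAs were compared over libraries with an exact sign-flip permutation test, and lncRNA subtypes with the Kolmogorov-Smirnov test used in the paper, with exact 2-sided p-values.

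On simulated data with 200 changed transcripts among 1332 lncRNA transcripts, the limma test called 165 of the 200, and 3.51% of all its calls were unchanged transcripts. With 200 changed among 23090 mRNA transcripts it called 154 of the 200, and 6.67% of all its calls were unchanged transcripts. With no change planted it made 0 calls in both tables. The planted changes were larger on the log2 scale than most differences named in the text. They were put only into transcripts with higher values. How many smaller differences the test would find was therefore not tested, and a lack of calls does not show a lack of differences. In 5000000 simulated pairs without relation, 18604 passed the cutoff where theory gives 18437.5, and all 100 planted pairs were found. The members of a planted pair were almost copies of each other, so weaker relations were not tested.

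The rule set before the data were examined was to name every lncRNA and protein-coding gene that the paper names in its results, discussion, Table 1 or Additional file 8 and that could be matched. All of these were tested and are counted in the text, but those of Table 1 and Additional file 8 that no sentence of the paper discusses are for the most part not named one by one. The rule also named up to 5 transcripts per table with the largest rise and the largest fall in dark skin among those past the threshold, without overlap between the breeds and with a mean FPKM of at least 1 in at least 1 breed. Under this rule 1 mRNA transcript that rose and 1 that fell were named. Gene names come from RefSeq accessions, with 9497 of 27947 mRNA transcripts matched. lncRNA loci were matched to transcripts by their correlation with the genes that a shortened copy of Additional file 6 lists for each locus. This matching is an inference from expression, and its rule was settled after values had been seen. No set or overlap test was run on that file. Genes and loci without a match were not analysed here. Quantitative PCR, transposable elements, conservation, and gene ontology and pathway terms were not analysed here.

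The alternatives were other pseudocounts (0.01 and 1), no filter or a mean FPKM of at least 1, centring on the median, quantile normalization, no trend, both tables in 1 fit, log scales for correlation, removal of each breed's mean, a correlation cutoff of 0.9, positive correlations only, other summaries of FPKM for subtypes, camera with an estimated correlation between genes, and each library left out in turn. A wider matching of loci, with a lead of 2 genes, was added after seeing the data.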

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

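The tests in this part were chosen only after the values of muscle transcripts had been seen, apart from the test of muscle content in correlated pairs, for which CKM itself was chosen after its values had been seen.

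The skeletal muscle transcript CKM (XM_005692636.1), which the paper does not discuss, had an FPKM of 226 in white skin replicate 4. It stood at 65.8 in white skin replicate 5 and 20.3 in dark skin replicate 3, against 2.71 and 3.02 in dark skin replicates 1 and 2 and 2.56 in white skin replicate 6. The level of these last 3 libraries lay between 2.56 and 3.02 FPKM, and the paper reports no comparison of muscle genes. A transcript of MYL1 (XM_005676485.1) had 273 FPKM in white skin replicate 4 and 2.55 in white skin replicate 6. The muscle list, fixed in advance, holds 18 genes, of which 4 were matched, with 6 transcripts.

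A difference between the breeds as the whole cause is argued against, since 0 of the 6 transcripts of the muscle list were without overlap between the breeds. This overlap rests on white skin replicate 6. White skin replicates 4 and 5 lay above every dark skin library in each of the 6, so the breed is not excluded as a part of the cause. What stays open is that muscle below the skin may have been taken with some samples in differing amounts, or that the sampled sites differed in muscle of the skin itself, and the labels give no site to test this. In 5.24% of the lncRNA-mRNA pairs past the cutoff both members also pass it with CKM. Transcripts that both follow CKM correlate with each other by construction, so how far muscle content adds to the number of correlated pairs stays open as well.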

How the results depend on the processing

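No paired analysis was possible because the libraries carry replicate numbers 1 to 3 in dark skin and 4 to 6 in white skin, with none shared.

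Of the 13 results that answer a comparison, those of intronic lncRNAs against lincRNAs and of the skeletal muscle list kept their direction and their side of the threshold under every alternative tried. The other 11 changed under at least 1 alternative. Among these, the difference between the medians of lncRNAs and mRNAs changed only in that 5 libraries cannot give a p under 0.05, which was fixed by their number and says nothing about its stability, and lncRNAs were lower in every library under every alternative. Except where a cause is named, the cause was not tested.

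The number of lncRNA transcripts with an adjusted p under 0.05 was 0, and it was 2 with each library centred on its median, 2 after quantile normalization and 2 without the trend, and from 0 to 2 across the 6 fits that each left out one library (2 without dark skin replicate 3). Calls that needed centring or quantile normalization were 1 higher and 1 lower. The number of mRNA transcripts was 2, and it was 11 with no filter on low FPKM (5 higher, 6 lower), 1 with a mean FPKM of at least 1, 28 without the trend (12 higher, 16 lower) and from 1 to 7 with one library left out (7 without white skin replicate 5, 4 without dark skin replicate 3). Of the 2 mRNA transcripts, XM_005689528.1 passed in each of these fits, whereas XM_005701294.1 had an adjusted p of 0.208 with a mean FPKM of at least 1, and without a single library it passed only without white skin replicate 5. Its adjusted p ran from 0.00113 to 0.208 over the alternatives that kept all libraries.

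The difference between the medians of lncRNAs and mRNAs lay between -0.235 and -0.222 with one library left out, where p was 0.0625, the smallest p that 5 libraries allow. With the 3 other alternatives it was -0.270, -0.436 and -0.361, with the same p as over all libraries. The median of intronic lncRNAs exceeded that of anti-sense lncRNAs by 0.194 FPKM, by 0.110 over the dark skin libraries alone (p no longer under 0.05), and by 0.1002 to 0.329 with one library left out. For anti-sense lncRNAs against lincRNAs the difference was -0.0026 with the highest FPKM over the libraries, opposite in direction, and 0.130 over the white skin libraries alone, where p was 0.0354.

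Of the lncRNA-mRNA pairs, 61367 passed with a mean FPKM of at least 1, where fewer transcripts entered, 579324 after the mean of each breed was removed and 556379 to 602078 with one library left out. Both of the latter leave fewer degrees of freedom. Of the named pairs, 7 passed on log2(FPKM + 1), 7 on log2(FPKM + 0.1), and 11 to 21 with one library left out (11 without white skin replicate 4), against 18. Of the neighbouring pairs, 9 passed with a cutoff of 0.9, and 2 to 6 passed with one library left out, with 2 each without dark skin replicates 2 and 3, below the mean of the re-pairings. The wider matching of loci, chosen after seeing the data, gave 189 neighbouring pairs, of which 1 passed.

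The median difference of the melanocyte list was 0.27, with an adjusted p over the 4 lists of 0.0472, and that of the erythroid list -1.39, with the same adjusted p. Under camera with an estimated correlation the medians were 0.27 and -1.39 (adjusted p = 0.104 for both), with a pseudocount of 1 they were 0.25 and -0.39 (0.0569), and after quantile normalization 0.27 and -1.25 (0.0869), so that the calls of fry held under none of these 3. With one library left out they ran from 0.23 to 0.48 and from -1.64 to -1.02. The melanocyte call held without white skin replicate 5, and the erythroid call without white skin replicate 5 or 6. The keratinocyte list had a median of 0.10 and ran from -0.0576 to 0.232, opposite in direction without dark skin replicate 3 (-0.0411) and without white skin replicate 6 (-0.0576).

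Among the 15 single transcripts named from the comparison of the breeds, 192 of 205 values under alternatives kept their direction and side of the threshold, 6 fell below it, 6 passed it and 1 changed direction. Of the further lncRNAs of Table 1, XLOC_024549 passed without the trend. The change of direction among the 15 was that of XLOC_020022, whose log2 difference ran from -2.15 to 0.56 with one library left out, the latter without white skin replicate 6. The depth of the libraries could not be weighed, since FPKM hold no counts.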

Differences from the paper's values

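The paper reports 123969 lncRNA-mRNA relationships past the correlation cutoff (the paper's value), and 192856 pairs of transcripts passed it here. The paper's list names lncRNA loci and genes, whereas transcripts were counted here, so the counts differ in unit. Of the alternatives set before the data were examined, log2(FPKM + 1) gave 182983, log2(FPKM + 0.1) gave 185361 and a mean FPKM of at least 0.1 in both tables gave 161678, each within 1.5 times the paper's value. Quantile normalization (187889), a mean FPKM of at least 1 (61367), removal of each breed's mean (579324) and leaving out single libraries (556379 to 602078) did not come within it. With unlike units, coming within this limit does not show what makes the difference. For XLOC_015281 and STX4, the paper's correlation in Additional file 8 is 0.992, and r was 0.975 here with 2 transcripts of STX4 summed. The values lie within the error of r with log2(FPKM + 0.1) (0.996), after removal of each breed's mean (0.989), without dark skin replicate 2 (0.985) and without white skin replicate 6 (0.987), but not with log2(FPKM + 1) or without one of the other libraries. This error, the SD of r over the fits that left out one library, was chosen after the values of r had been seen. On FPKM, r of XLOC_018555 with LOC102186542 (0.969) equalled the value in Additional file 8. So did r of XLOC_012968 with ANPEP and of XLOC_009509 with RPL18. A nearer value of STX4 on another scale therefore does not show that the paper used that scale. Whether transcripts of STX4 without a symbol are missing from the sum is unknown.

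The paper describes XLOC_010430, XLOC_015448, XLOC_002867, XLOC_002389, XLOC_025297 and XLOC_020022 as differentially expressed between dark and white skin, and Table 1 also marks DCT and WNT2 in this way. None of these had an adjusted p under 0.05 from limma on all 6 libraries as set in advance. Of these, XLOC_015448 passed with each library centred on its median (adjusted p = 0.0260, log2 difference 1.52) and after quantile normalization (adjusted p = 0.0290, log2 difference 1.49), with a range of 0.0260 to 0.186 over the alternatives that kept all libraries and a highest value of 0.275 with one library left out. The others passed under none of the alternatives run. On all 6 libraries the adjusted p was 0.358 (XLOC_010430), 0.0587 (XLOC_015448), 0.550 (XLOC_002867), 0.594 (XLOC_002389), 0.446 (XLOC_025297), 0.788 (XLOC_020022), 0.409 (DCT) and 0.472 (WNT2). The text describes the difference of XLOC_020022 as significant, and the log2 difference here was -1.13. The paper states its threshold, an adjusted p under 0.05, together with its use of Cuffdiff. FPKM hold no counts, so a test on reads could not be repeated here. Another test, on single matched transcripts, therefore does not show the paper's calls to be wrong.

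In Table 1 the lncRNAs listed for MITF are past the cutoff in the paper. Here their correlations with the 1 matched MITF transcript ran from -0.669 to 0.887, in the listed signs. Without dark skin replicate 3 the cutoff was passed by XLOC_022057, XLOC_018361, XLOC_012968 and XLOC_015448, and under no other alternative by any of the 10. Of the matched pairs listed for WNT2, XLOC_014182, XLOC_013150, XLOC_022462, XLOC_008538 and XLOC_004597 did not pass on all libraries. Each of these passed with a single library left out, namely dark skin replicate 2 for XLOC_014182 and XLOC_008538, dark skin replicate 1 for XLOC_013150, XLOC_022462 and XLOC_008538, dark skin replicate 3 for XLOC_022462, and white skin replicate 6 for XLOC_004597. The pair of XLOC_015979 and LDB1 did not pass on all libraries (r = 0.920), but did with the mean of each breed removed (0.980) and without dark skin replicate 1 (0.968). The paper gives the neighbours within 10 kb as genes, and the same number in Additional file 4 is that of pairs, which hold 833 different genes. Fig. 5 shows XLOC_010430 higher in dark skin and XLOC_015132 lower in dark skin by quantitative PCR. In the RNA-seq libraries XLOC_010430 was lower in dark skin by a log2 difference of -0.85, and XLOC_015132 (matched to TCONS_00134327) was higher, with an FPKM of 1.74 ± 0.573 (SD, n = 3) in dark skin and 0.132 ± 0.114 (SD, n = 3) in white skin. Fig. 5 shows XLOC_013372 slightly higher in dark skin, and here its log2 difference was -1.72.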

Other observations

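In this part the tests of the splits of the libraries and of the lncRNAs correlated with DCT were chosen only after the result was seen, while the tests of the number of correlated pairs and of neighbouring pairs were chosen before.

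The 6 libraries can be split into 3 and 3 in 10 ways, the split by breed included. For lncRNA transcripts the split by breed gave 0 with an adjusted p under 0.05, so 10 of the 10 splits gave as many by construction, which decides nothing. With an unadjusted p under 0.05 (117 in the split by breed), 2 of the 10 gave as many. For mRNA transcripts, 3 of the 10 splits gave as many as the 2 of the split by breed, and 2 of the 10 as many with an unadjusted p under 0.05 (1913). The largest count of another split was 262, with 3157 at an unadjusted p under 0.05. This split set dark skin replicates 1 and 2 and white skin replicate 6 against the other libraries. It also gave the highest counts of lncRNA transcripts, 2 and 139. CKM was lower in these 3 libraries than in each of the others, but whether muscle content made the difference was not tested. With 10 splits the share cannot fall under 0.1, so for mRNA transcripts the difference between the breeds and a difference between other groups of libraries cannot be told apart by these counts.

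The number of lncRNA-mRNA pairs past the cutoff was larger than in each of the 100 random orders of the libraries (0 gave as many), which argues against chance correlation over 6 libraries as the whole cause. What raised the number stays open. Both members separated the breeds without overlap in 13.3% of the pairs, both had the same single library far from the others in 15.5%, and both passed with CKM in 5.24%. Members that share such a pattern correlate with each other by construction, and the shares were not counted in the random orders, so they describe the pairs and do not show what raised their number. The tests asked whether a source holds most of the pairs, but the random orders alone gave a median of 148825, so a smaller share excludes none of them, and they cannot be told apart by these shares. The overlap between the shares was not counted.

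Of the 13 lncRNA transcripts that passed the cutoff with DCT, 4 are listed at 0 outside dark skin replicate 1, the library with the highest DCT, so that they have no correlation without it by construction. Of the other 9, 0 kept the cutoff without that library, with absolute correlations from 0.319 to 0.909. The transcripts were picked for passing with that library, so this does not decide whether it alone makes the relation. Whether that fetus differed in its melanocytes or its sample in another way was not tested. For the neighbouring lncRNA-gene pairs, the re-pairing of the same lncRNAs and genes gave a p of 1, so the count past the cutoff of 0.95 lay within what random pairing gives. The wider cutoff of 0.9 gave more pairs than the re-pairings.

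The marker lists were tested between dark and white skin with fry of limma, and p-values were adjusted over the 4 lists. In the melanocyte list (7 of 18 genes matched), 7 of 7 transcripts were higher in dark skin, with a median log2 difference of 0.27 (2-sided adjusted p = 0.0472). The study discusses DCT and MITF among these genes. In the erythroid list (3 of 12 genes matched, 4 transcripts), 4 of 4 transcripts were lower, with a median of -1.39 (adjusted p = 0.0472). The skeletal muscle list (4 of 18 genes, 6 transcripts) had a median of -2.32 (adjusted p = 0.273) and the keratinocyte list (5 of 14 genes, 7 transcripts) a median of 0.10 (adjusted p = 0.269). Most genes of each list were not matched, and the adjusted p of the first 2 lists was above 0.05 under camera. No explanation of these differences was tested.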
